A study of Rattus norvegicus with 32 samples. Its data were reported in "A robust neuromuscular system protects rat and human skeletal muscle from sarcopenia" (2016).

How the data were processed

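The series holds 32 arrays from 16 male Wistar rats, 8 animals at 8 months (adult) and 8 at 24 months (old). Each animal gave a piece of sciatic nerve, which serves the hindlimb, and a piece of radial nerve, which serves the forelimb, so the 4 groups of nerve and age hold 8 arrays each. Groups were taken from the sample titles and tissue labels. The animal numbers in the labels pair the 2 nerves of each rat. For 3 of the 8-month animals (replicates 4, 5 and 6) the source names of both arrays, 6 in total, contradict the title and the tissue label. The title was used, and the choice was checked with limb position genes.

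The authors froze the nerves, extracted total RNA, amplified and biotin-labelled it, and hybridised it to Affymetrix rat PM arrays. They processed the scans in Affymetrix Expression Console by RMA, whose version is not given. The deposited values are log2 intensities after background correction, quantile normalization and probe set summary, so a difference of 1 is a 2-fold change in intensity. They were used as deposited. Array medians lie between 7.93 and 7.98, and single values between 3.46 and 14.7. Intensities are relative, and values near the lower end cannot be told from background.

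Of 31139 probe sets, 97 controls were left out, which leaves 31042. As the authors did, probe sets were kept when their SD over all 32 arrays lay above the median SD (0.169), and 15521 were tested. Gene symbols came from the array annotation, brought up to date with the rat gene table of assembly GRCr8, which served for names only. A single symbol was found for 19062 probe sets, 573 had more than 1 symbol and 11407 had none. Those last 2 kinds were tested but name no gene. The single symbols stand for 13437 genes, of which 7230 have a tested probe set. Where a gene had more than 1 tested probe set, the one with the highest mean over all arrays stands for it, and the text says where another disagrees in direction or call. Hmgcs1 had no probe set with a single symbol and is not analysed here.

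Differences were estimated with limma 3.58.1 in R 4.3.3. One model with 4 group means was fitted to all 32 arrays, with the animal as a random block through duplicateCorrelation (statmod 1.5.0), moderated variances and Benjamini-Hochberg adjustment over the tested probe sets. The consensus correlation within animals was 0.193. The pairing was checked from the values: after removal of group means the 2 nerves of an animal correlated above 0.1 in 13 of 16 animals (range -0.121 to 0.545), and in 11 of 16 the animal's own other nerve was its best match. An age difference was called at adjusted p under 0.05 and a fold change above 2, as the authors required. The interaction, which is the age change in the sciatic nerve minus that in the radial nerve, and the nerve differences were called at adjusted p under 0.05. The number of arrays limits the precision of every estimate. Tests were two-sided.

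Named genes followed a fixed rule. For age they are the 8 highest and 8 lowest changes among called genes whose 8 old and 8 adult values do not overlap. For the interaction they are the 10 positive and 10 negative genes with the smallest adjusted p, and for nerve differences the 6 highest and 6 lowest differences. Provisional symbols were left out. Beside these, members of 27 gene lists and the genes singled out by the authors are named. The lists hold 415 entries, of which 361 have a probe set and 310 a tested one. One list, oxidative phosphorylation, had a single tested gene, so 26 lists were tested. List tests used cameraPR on the moderated statistics with 1 probe set per gene and a preset correlation of 0.01 between genes, adjusted over the lists within a comparison. They were repeated with the correlation estimated from the residuals and with fry using the animal block. A list median is the median over its tested genes. Members are counted at adjusted p under 0.05 over all tested probe sets, and also after adjustment over the list alone. Groups, comparisons, lists, gene rules and most alternatives were fixed before the data were examined. For 6 genes singled out by the authors an exact permutation test over animals was added, with 6435 distinct splits of 16 animals into 8 and 8.

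The alternatives were no variability filter, a filter on dim probe sets, no animal block, the animal as a fixed term, fits to the arrays of the comparison alone, an intensity trend with robust prior, median centring, a second quantile normalization, array weights, the nerve of the contradicting source names, the 3 animals left out, 1 probe set per gene, other thresholds, and each animal left out in turn with the consensus correlation of the full fit reused. A muscle covariate, a fat covariate and a fit without the 14 arrays rich in muscle transcripts (mean of the muscle list above 9) were chosen after the data had been seen. The last of these kept 3 radial and 5 sciatic arrays at 8 months and 4 and 6 at 24 months. Calls lost in it can therefore come from fewer arrays alone. Ranges of adjusted p given beside a result run over its alternatives. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

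The procedure was first run on simulated arrays of the same layout with 15521 probe sets, 67 seeded changes of 0.5 log2, 67 of 1 log2 and 66 of 2 log2 per comparison. At adjusted p under 0.05 it found 68.7%, 92.5% and 98.5% of them for age in the sciatic nerve, 68.7%, 95.5% and 100% for age in the radial nerve, and 35.8%, 88.1% and 97.0% for the interaction. For the nerve difference it found 65.7%, 92.5% and 100% at 8 months and 85.1%, 94.0% and 95.5% at 24 months. Of the unchanged probe sets (15306 for the nerve difference at 8 months, 15304 otherwise), 7, 6, 11, 12 and 9 were called in these 5 comparisons. With the 2-fold rule for age, changes of 0.5 log2 were called in 0 of 67 cases in either nerve, and changes of 1 log2 in 35 and 32 of 67. A seeded shift of the cholesterol genes was found in each comparison, and 0 of 25 other lists passed 0.05. The simulated probe sets varied independently of each other. The list result therefore does not show how often lists pass by chance when genes are correlated, as in real arrays.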

Results

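Transcripts were measured in the sciatic and radial nerves of 8 adult rats (8 months) and 8 old rats (24 months), 1 array per nerve and animal. The sciatic nerve serves the hindlimb, whose muscles waste with age in this rat, and the radial nerve serves the forelimb, whose muscles are better kept. The 32 arrays correlated with each other between 0.910 and 0.990. Position genes separated the nerves in every animal: Hoxc9, a gene of the posterior body, lay between 7.77 and 8.78 log2 in the sciatic nerve and between 4.69 and 5.72 in the radial nerve, and the forelimb gene Tbx5 lay between 4.27 and 5.00 against 5.77 to 7.30. In the 3 adult animals whose source names contradict their titles, the hindlimb genes were higher in the array titled sciatic in 3 of 3 (0.98 to 1.42 log2) and in 13 of 13 other animals (0.47 to 1.44). The forelimb genes were lower in 3 of 3 (-0.39 to -0.32) and in 13 of 13 (-0.68 to -0.14). Changes below are log2 differences with standard errors for 8 arrays per group, and adjusted p comes from limma for genes and cameraPR for lists unless another test is named.

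With age, genes of cholesterol synthesis fell in the sciatic nerve, and genes of sterol export rose. Of 17 enzymes of cholesterol synthesis, 16 fell, 0 rose and 1 did not pass (17 fell when adjusted over the list alone), with a median of -0.72 (adjusted p = 2.7e-25, and 0.00116 with an estimated correlation, range 9.66e-34 to 0.00116). Idi1, which makes the isoprenoid unit of sterols, fell by 1.66 ± 0.12 (adjusted p = 2.3e-12), and the squalene and lanosterol enzymes Fdft1, Cyp51 and Sqle fell by 1.45 ± 0.11, 1.30 ± 0.11 and 1.30 ± 0.12. The study chose this pathway on the same samples, so its direction here is not independent evidence. Among 18 other lipid genes related to SREBP, the transcription factor of sterol and fatty acid synthesis, 9 fell and 9 did not pass, with a median of -0.32 (adjusted p = 8.88e-07, and 0.043 with an estimated correlation, range 2.77e-10 to 0.043); over the list alone 9 fell and 1 rose. They include the fatty acid desaturase Scd (-2.28 ± 0.56), the elongase Elovl6 (-1.80 ± 0.13) and the SREBP inhibitor Insig1 (-0.86 ± 0.12). Of 10 genes of sterol efflux and storage 7 rose and 3 did not pass, also over the list alone, with a median of 0.39 (adjusted p = 1.35e-06, and 0.000458 with an estimated correlation, range 1.46e-12 to 0.000458). The cholesterol exporter Abca1 rose by 1.65 ± 0.10, the lipid carrier Apod by 1.13 ± 0.14 and the cholesterol esterifying enzyme Soat1 by 0.63 ± 0.11.

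Genes known from denervated and repair Schwann cells rose with age in the sciatic nerve. Of 16 such genes 11 rose, 0 fell and 5 did not pass (12 rose over the list alone), with a median of 0.92 (adjusted p = 5.03e-11, and 0.0138 with an estimated correlation, range 2.68e-13 to 0.0138). The low-affinity neurotrophin receptor Ngfr rose by 3.04 ± 0.23 (adjusted p = 1.11e-11, range 5.07e-14 to 2.35e-08), the peptide Ucn2 by 2.63 ± 0.26, the growth factor Fgf5 by 1.97 ± 0.25, Gfap by 1.12 ± 0.16 and the neurotrophin Bdnf by 0.99 ± 0.12. Bdnf lies near the lower end of the scale, where the size of a change is uncertain. A second, brighter probe set, left out by the variability filter, changed by 0.14 (exact permutation p = 0.074, not adjusted). Bdnf, Fgf5 and Ngfr were picked by the study on these samples. Of 16 myelin genes 9 fell, among them the nodal adhesion gene Nfasc (-0.78 ± 0.11), the myelin lipid enzyme Fa2h (-0.66 ± 0.11) and the myelin protein Pmp2 (-0.63 ± 0.20), while 2 rose, including the promyelinating factor Pou3f1 (1.44 ± 0.17). Over the list alone 10 fell and 3 rose. The myelin median was -0.33 (adjusted p = 0.0199, and 0.685 with an estimated correlation, range 0.00031 to 0.685), and the call was lost without 24-month replicate 1 (median -0.28). Of 12 axonal genes 3 rose and 4 fell (also over the list alone), with the neurofilament genes moving apart: Nefl rose by 2.81 ± 0.29 and Nefm by 2.10 ± 0.30, whereas Nefh fell by 0.78 ± 0.19. The axonal list as a whole did not pass (median -0.17, mean 0.25, test upward, adjusted p = 0.872).

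Interferon genes and cell cycle genes rose in the ageing sciatic nerve, and mast cell genes fell. Of 16 interferon-stimulated genes 15 rose and 1 fell, also over the list alone, with a median of 1.12 (adjusted p = 1.04e-07, and 0.158 with an estimated correlation, range 1.16e-10 to 0.158). The chemokine Cxcl10 rose by 2.19 ± 0.34, the antiviral genes Mx1 and Ifit3 by 1.68 ± 0.31 and 1.57 ± 0.25, and the single gene to fall was Ifit1 (-1.72 ± 0.22, adjusted p = 4.21e-07, range 3.09e-11 to 5.07e-05). All 13 of 13 cell cycle genes rose, also over the list alone, with a median of 0.81 (adjusted p = 5.97e-12, and 0.0405 with an estimated correlation, range 2.6e-15 to 0.0405). Among them are Rrm2, which makes DNA precursors (2.35 ± 0.21), Cdk1 (1.91 ± 0.21), Top2a (1.65 ± 0.18) and Mki67 (1.61 ± 0.24). Of 11 mast cell genes 10 fell, also over the list alone, with a median of -0.91 (adjusted p = 1.4e-07, and 0.114 with an estimated correlation, range 6.53e-10 to 0.114). The mast cell proteases Cma1, Tpsab1 and Cpa3 fell by 1.68 ± 0.16, 1.08 ± 0.21 and 1.07 ± 0.18, and the study listed several of these markers from the same samples.

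T and NK cell genes and senescence genes passed as lists in the sciatic nerve, while the macrophage, B and plasma cell, antigen presentation and complement lists did not. Of 15 T and NK cell genes 4 rose, also over the list alone, such as Cd8b (1.00 ± 0.31, and 0.57 without 24-month replicate 1, which stood apart for these genes) and Cd3g (0.82 ± 0.17). The list median was 0.42 (adjusted p = 0.039, and 0.685 with an estimated correlation, range 0.00695 to 0.685), and the call was lost without 8-month replicate 2, 3 or 7 or 24-month replicate 1 (medians over all animals left out 0.18 to 0.52). Of 13 senescence genes 6 rose, among them the cell cycle inhibitors Cdkn2b (1.41 ± 0.19) and Cdkn1a (1.09 ± 0.20), with a median of 0.43 (adjusted p = 0.00951, and 0.16 with an estimated correlation, range 1.8e-05 to 0.16). Over the list alone 8 rose and 1 fell. The lists of macrophage genes (6 of 17 rose, Cd68 by 1.12 ± 0.21; list adjusted p = 0.176), B and plasma cell genes (1 of 6, Blnk, 1.01 ± 0.15; 0.291), antigen presentation (5 of 14, Tap1 by 0.67 ± 0.12; 0.0702) and complement (5 of 10 rose and 1 fell; 0.0547) did not pass. Complement members included C3 (1.87 ± 0.34), Cfi (1.55 ± 0.18) and C6 (-1.45 ± 0.31). Over each list alone the counts were 6 macrophage, 5 antigen presentation, and 5 risen and 1 fallen complement genes.

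Structural and other tissue lists did not pass with age in the sciatic nerve. Of 12 matrix genes 2 rose, including Thbs2 (1.48 ± 0.21), and 2 fell, including Pi16 (-1.09 ± 0.19), with a list median of -0.07, a mean of 0.00 and a test downward (adjusted p = 0.862). Medians were 0.29 for 3 perineurial genes (adjusted p = 0.458), -0.14 for 10 endothelial genes (0.143; the receptor Kdr fell by 0.51 ± 0.09), -0.00 for 11 pericyte and smooth muscle genes (mean 0.06, test upward, 0.997), -0.37 for 14 skeletal muscle genes (0.872), -0.13 for 11 adipocyte genes (0.602) and 0.54 for 7 blood cell genes (0.806). The immediate early list had a median of 0.08 (adjusted p = 0.806), the hindlimb list -0.23 (0.143; Hoxc9 fell by 0.47 ± 0.14) and the forelimb list -0.16 (0.243). Of 14 clock genes 6 rose and 2 fell, also over the list alone, such as Per1 (0.82 ± 0.25), Per2 (0.93) and Npas2 (-1.05 ± 0.26), with a median of 0.32 (0.176). Because members moved both ways, a test of 1 direction can miss a joint shift of this list. It was chosen to follow time of day at sampling, and a difference in sampling time between the ages is left open. Cox5a, the single tested gene of oxidative phosphorylation, changed by 0.21 (adjusted p = 0.129).

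Across the sciatic nerve 367 probe sets passed both thresholds with age, 225 higher and 142 lower. They stand for 199 genes (135 higher, 64 lower), with a median absolute change of 1.37. At adjusted p alone 4579 passed (2244 higher, 2335 lower), and 181 passed both thresholds with a filter on dim probe sets. For 244 of the 367 the 8 old values did not overlap the 8 adult values. The 367 were picked on these same values, which favours a lack of overlap. By chance 0.0155% of probe sets, or 2.41 of all those tested, would not overlap. The largest increase was in Fam111a, a protease that acts in DNA replication and against viruses (5.03 ± 0.18, adjusted p = 5.51e-20, range 2.07e-20 to 3.02e-12), followed by Ngfr, the protease inhibitor A2m (3.00 ± 0.42), Senp5l1 (2.95 ± 0.35), the apolipoprotein Apoc1 (2.85 ± 0.29), Nefl, the ubiquitin-like Ubd (2.80 ± 0.34) and Ucn2. In 8-month replicate 8, Senp5l1 lay above the other adults by 2.61 log2 in the sciatic nerve and 2.58 in the radial nerve. The largest decreases were in the PI3 kinase subunit Pik3r1 (-2.52 ± 0.17), Ly6l (-2.47 ± 0.15), Cwc25 (-2.47 ± 0.16), the ion exchanger Slc24a2 (-2.34 ± 0.30), albumin (Alb, -2.04 ± 0.59, another probe set -0.89 and not past), Elovl6, Ascl3 (-1.77 ± 0.15) and Cnmd (-1.76 ± 0.15).

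**Figure D1:**
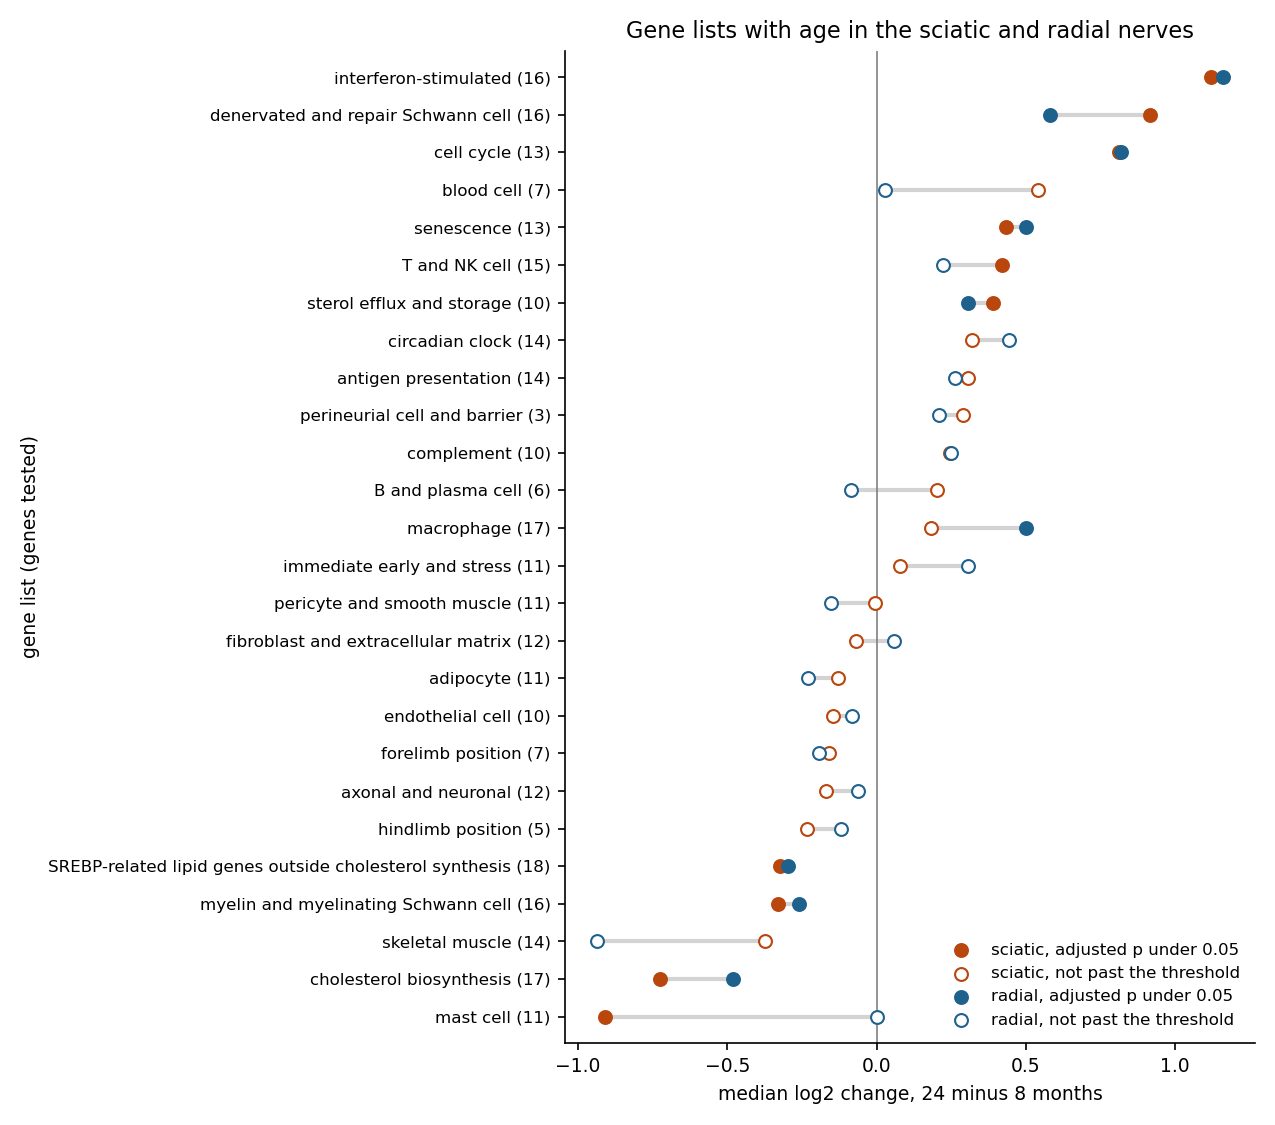
Median log2 change with age of 26 gene lists in the sciatic and radial nerves, 8 animals per age. Filled points have an adjusted p under 0.05 by cameraPR at the preset correlation, and lists past it in both nerves moved in the same direction.

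In the ageing radial nerve the same lipid groups moved in the same direction. Of the 17 cholesterol enzymes 15 fell and 2 did not pass (17 fell over the list alone), with a median of -0.48 (adjusted p = 8.66e-12, and 0.067 with an estimated correlation, range 5.86e-15 to 0.067). Idi1 fell by 0.85 ± 0.12 (adjusted p = 2.38e-06), Tm7sf2, a sterol reductase, by 0.79 ± 0.13, Fdft1 by 0.77 ± 0.11, Sqle by 0.72 ± 0.12 and Fdps, the farnesyl diphosphate synthase, by 0.48 ± 0.08. Of the 18 SREBP-related genes 11 fell (12 over the list alone), among them Scd (-1.94 ± 0.56) and Elovl6 (-0.96 ± 0.13), with a median of -0.30 (adjusted p = 2.35e-05, and 0.0901 with an estimated correlation, range 2.42e-07 to 0.0901). Of the 10 efflux and storage genes 5 rose (6 over the list alone), with Abca1 (1.54 ± 0.10), Apod (0.97 ± 0.14) and the lysosomal lipase Lipa (0.39 ± 0.07), and a median of 0.31 (adjusted p = 5.07e-07, and 0.000177 with an estimated correlation, range 1.4e-11 to 0.000177).

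Schwann cell genes also changed with age in the radial nerve. Of 16 repair genes 10 rose (11 over the list alone), with a median of 0.58 (adjusted p = 4.9e-07, and 0.0713 with an estimated correlation, range 3.42e-13 to 0.0713). Ucn2 rose by 2.28 ± 0.26, Ngfr by 2.03 ± 0.23, Gfap by 1.25 ± 0.16 and the morphogen Shh by 0.97 ± 0.22, while Bdnf (0.10 ± 0.12, adjusted p = 0.589) and Fgf5 (0.57 ± 0.25, adjusted p = 0.0988) did not pass. Of 16 myelin genes 6 fell and 1 rose, Pou3f1 (1.06 ± 0.17). Drp2, a scaffold of the myelin sheath, fell by 0.62 ± 0.16, although only 1 of its 4 other probe sets passed. Over the list alone 8 fell and 1 rose. The myelin median was -0.26 (adjusted p = 0.0216, and 0.733 with an estimated correlation, range 0.00187 to 0.733), and the call was lost without 8-month replicate 5 or 24-month replicate 2 or 8 (medians -0.24, -0.20 and -0.25) and without the arrays rich in muscle (-0.18, 0.488). Nefl rose by 1.86 ± 0.29 and Nefm by 1.31 ± 0.30, Nefh fell by 1.01 ± 0.19, and the axonal list did not pass (median -0.06, mean 0.12, test downward, adjusted p = 0.832).

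Macrophage genes passed with age as a list in the radial nerve, where 9 of 17 rose, also over the list alone, with a median of 0.50 (adjusted p = 3.18e-05, and 0.495 with an estimated correlation, range 2.3e-07 to 0.495). They include Cd68 (1.40 ± 0.21), the lysosomal protease gene Ctss (0.76 ± 0.13) and Tyrobp (0.71 ± 0.17). Of 16 interferon genes 15 rose and 1 fell, also over the list alone, with a median of 1.16 (adjusted p = 1.35e-12, and 0.067 with an estimated correlation, range 9.08e-16 to 0.067): Mx1 rose by 1.95 ± 0.31, Cxcl10 by 1.75 ± 0.34 and Ifit3 by 1.61 ± 0.25, and Ifit1 fell by 1.52 ± 0.22. Of 13 cell cycle genes 11 rose, also over the list alone, with a median of 0.82 (adjusted p = 9.76e-11, and 0.067 with an estimated correlation, range 1.64e-13 to 0.067), among them Rrm2 (2.08 ± 0.21), Cdk1 (1.61 ± 0.21) and Top2a (1.45 ± 0.18). Of 13 senescence genes 8 rose and 1 fell (9 and 1 over the list alone), with the elastase Mmp12 at 0.95 ± 0.16 and the stromelysin Mmp3 at -1.80 ± 0.50, and a median of 0.50 (adjusted p = 0.00798, and 0.168 with an estimated correlation, range 8.41e-05 to 0.168). Of 11 mast cell genes 1 fell, Cma1 (-0.60 ± 0.16, adjusted p = 0.00553), and the list did not move (median 0.00, mean -0.04, test downward, adjusted p = 0.657).

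Further lists did not pass with age in the radial nerve. Medians were 0.22 for T and NK cell genes (3 of 15 rose, Cd3g by 0.99 ± 0.17; list adjusted p = 0.06), -0.08 for B and plasma cell genes (mean 0.17, test upward, 0.5; Blnk rose by 1.31 ± 0.15), 0.26 for antigen presentation (3 of 14 rose, Tap2 by 0.59; 0.0536) and 0.25 for complement (2 of 10 rose and C6 fell by 1.11; 0.155). Matrix genes had a median of 0.06 (3 of 12 rose, Thbs2 by 1.34 ± 0.21; 0.5), perineurial genes 0.21 (0.5), endothelial genes -0.08 (0.313), pericyte and smooth muscle genes -0.15 (0.598), skeletal muscle genes -0.94 (0.5), adipocyte genes -0.23 (0.5) and blood cell genes 0.03 (mean -0.00, 0.832). Of 11 immediate early genes 4 rose, such as Junb (0.54) and Ier2 (0.51), with a median of 0.31 (adjusted p = 0.0506). With 1 animal left out, the Junb call was lost for 7 animals, that of Ier2 for 8, and those of Myc and Ier3 for 3 each. Of 14 clock genes 6 rose and 2 fell (8 and 2 over the list alone), with Per2 (1.05), Bhlhe41 (0.77 ± 0.16) and Npas2 (-0.98 ± 0.26) and a median of 0.44 (0.0863). As in the sciatic nerve, members moved both ways, so the list test can miss a joint shift. The hindlimb list (-0.12, 0.651), the forelimb list (-0.19, 0.154) and Cox5a (-0.14, 0.343) did not pass.

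In the radial nerve 286 probe sets passed both thresholds with age, 190 higher and 96 lower, and 3629 at adjusted p alone (1860 higher, 1769 lower), with 125 past both under the dim filter. The 286 stand for 151 genes (106 higher, 45 lower), with a median absolute change of 1.33. Of the 286, which were picked on these same values, 168 had no overlap between the 8 old and 8 adult values. By chance 2.41 of all tested probe sets would have none. Fam111a again rose most (5.53 ± 0.18, adjusted p = 2.86e-21), followed by the sialic acid receptor Siglec5 (2.96 ± 0.28), Epcam (2.65 ± 0.33), Scel (2.45 ± 0.32), the myeloid lipid receptor Trem2 (2.32 ± 0.21), Ucn2, A2m (2.25 ± 0.42) and Ubd (2.17 ± 0.34). The largest decreases were in Ly6l (-2.34 ± 0.15), Slc24a2 (-2.29 ± 0.30), Cwc25 (-2.10 ± 0.16), Pik3r1 (-2.08 ± 0.17), Ascl3 (-1.97 ± 0.15), Agr2 (-1.52 ± 0.21), Cnmd (-1.49 ± 0.15) and the peptidase gene Dpep1 (-1.39 ± 0.23).

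Many age changes passed in both nerves. Of the called probe sets 217 passed in both with the same direction (142 higher, 75 lower), where independent lists of these lengths would share 3.63, and 0 passed in opposite directions. Both nerves come from the same 16 animals, so part of the overlap may come from the animals themselves. Fam111a, Ngfr, Ucn2, A2m and Ubd are among the shared increases and Pik3r1, Ly6l, Cwc25 and Slc24a2 among the shared decreases. A further 150 passed in the sciatic nerve alone and 69 in the radial nerve alone, but an interaction was called for only 18 and 1 of these, so most do not differ between the nerves by test. Without the fold threshold 2625 shared a direction against 535 for independent lists, and 4 were opposite.

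**Figure D2:**
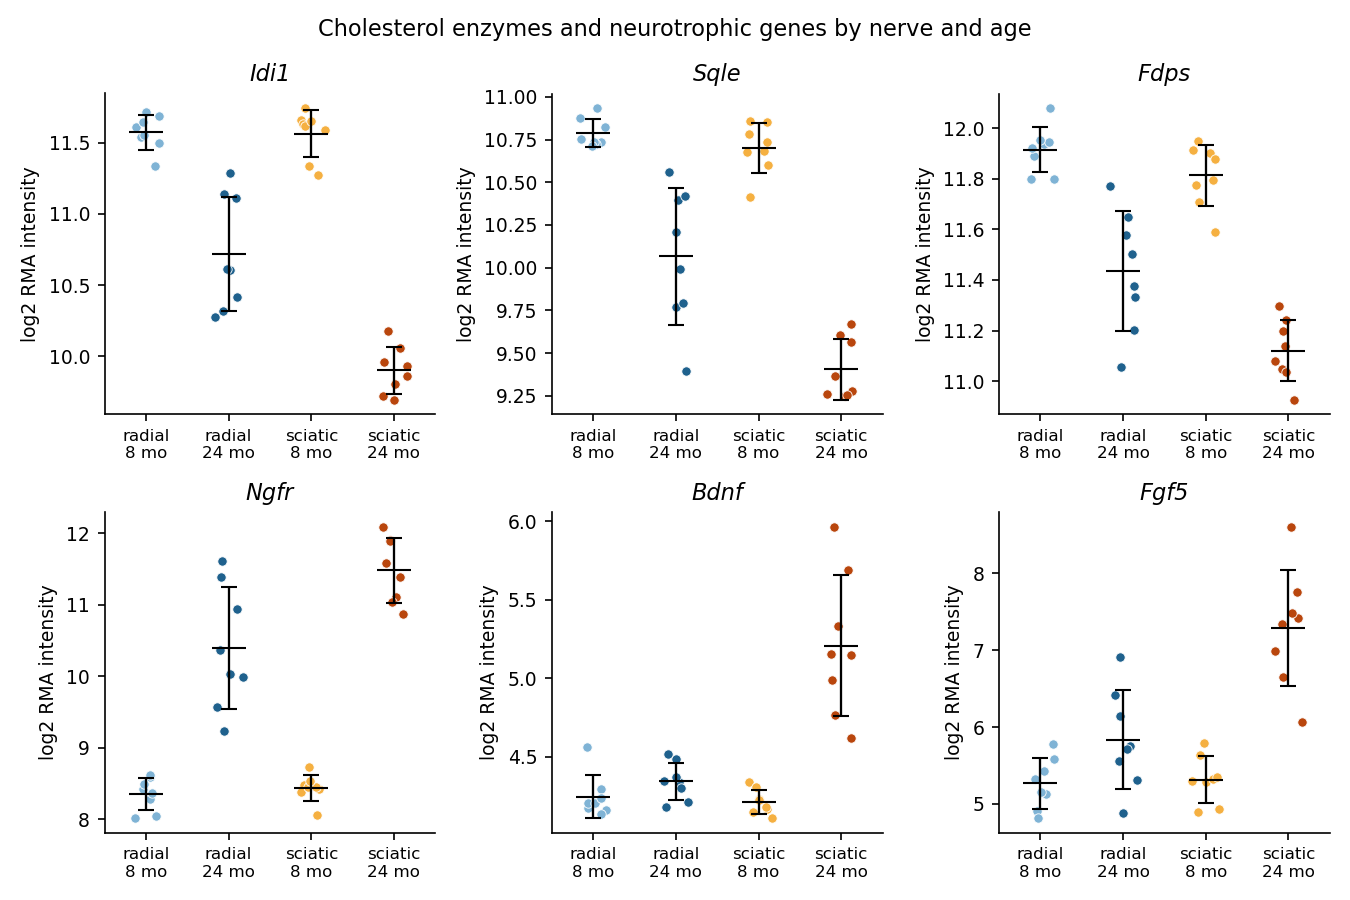
Log2 intensities of Idi1, Sqle, Fdps, Ngfr, Bdnf and Fgf5 by nerve and age, with 1 point per array (n = 8 per group). Bars show means and SDs, and in the sciatic nerve the old and adult values of each gene do not overlap.

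The age change differed between the nerves for cholesterol enzymes, mast cell genes and a few neurotrophic genes. The cholesterol genes fell further in the sciatic nerve, with a median interaction of -0.34 (adjusted p = 1.89e-13, and 0.0641 with an estimated correlation, range 2.61e-21 to 0.0641). By gene, 3 of 17 passed (7 over the list alone): Idi1 (-0.81 ± 0.15, adjusted p = 0.0102, range 0.000193 to 0.386), Fdft1 (-0.67 ± 0.14, 0.022; another probe set -0.47, not past) and Cyp51 (-0.63 ± 0.14, 0.0378, range 0.000486 to 0.172). When each of 16 animals was left out in turn, the call for Idi1 held each time, that for Fdft1 was lost for 6 animals (8-month replicates 4, 6, 7 and 8, 24-month replicates 3 and 8; -0.66 to -0.63) and that for Cyp51 held only without 8-month replicate 5 or 24-month replicate 1, 2 or 6 (-0.76 to -0.57 over all animals left out). Of 11 mast cell genes 4 passed (9 over the list alone), all lower in the sciatic nerve with age: Cpa3 (-1.17 ± 0.22, adjusted p = 0.015, range 0.00279 to 0.665), Tpsb2 (-1.12 ± 0.25, 0.0378, range 0.0178 to 0.647), Cma1 (-1.09 ± 0.20, 0.0102, range 0.00148 to 0.617) and the serotonin transporter Slc6a4 (-0.85 ± 0.19, 0.0384, range 0.0115 to 0.784). When 1 of 16 animals was left out, the calls for Cpa3 and Cma1 held each time. That for Tpsb2 was lost for 10 animals and that for Slc6a4 for 11. The mast cell median was -0.91 (adjusted p = 2.34e-18, and 0.00706 with an estimated correlation, range 8.75e-20 to 0.00706), and -0.49 without the arrays rich in muscle (adjusted p = 0.000217). The study listed Cpa3, Tpsb2, Cma1 and Slc6a4 among its interaction genes from these same arrays. The mast cell list result is therefore not independent evidence, and neither is that of the cholesterol pathway.

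Of 16 repair genes 2 had a larger rise in the sciatic nerve (5 over the list alone): Bdnf (0.90 ± 0.15, adjusted p = 0.00678, range 0.000405 to 0.317), held without any 1 of 16 animals but not seen in its second probe set (0.03), and Fgf5 (1.40 ± 0.32, 0.0379, range 0.0115 to 0.63), held only without 8-month replicate 5 or 24-month replicate 1, 2, 3 or 6 (1.24 to 1.57 over all animals left out). For Ngfr the interaction of 1.01 ± 0.29 did not pass (adjusted p = 0.142). The repair list had a median interaction of 0.36 (adjusted p = 0.000994, and 0.574 with an estimated correlation, range 8.79e-05 to 0.822), and without the arrays rich in muscle it was 0.058 (adjusted p = 0.822), with the direction of the test turned. The macrophage list had a median of -0.34 with 0 of 17 genes passing (adjusted p = 0.000344, and 0.97 with an estimated correlation, range 2.61e-12 to 0.97), and -0.07 without the arrays rich in muscle (0.546). The immediate early list had a median of -0.22 with 0 of 11 (adjusted p = 0.017, and 0.971 with an estimated correlation, range 0.000217 to 0.971), and this call was lost without 8-month replicate 5 or 24-month replicate 2, 6 or 8 (medians -0.18, -0.19, -0.22 and -0.19), while the median was -0.38 without 8-month replicate 6 or 24-month replicate 7 and -0.37 without the arrays rich in muscle (0.000217). The myelin (-0.06, adjusted p = 0.746), interferon (-0.10, 0.206), SREBP-related (-0.10, 0.118), efflux (0.04, 0.721), cell cycle (0.20, 0.103) and skeletal muscle (0.49, 0.566) lists did not pass, nor did the remaining 15 of 26.

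In all 57 probe sets had an interaction, 23 positive and 34 negative, standing for 26 genes (13 and 13). Besides the genes above, the smallest adjusted p belonged to Rc3h2, an RNA-binding ubiquitin ligase gene (0.57 ± 0.08, adjusted p = 3.86e-04, range 1.36e-05 to 0.0551), and Ap4b1, a vesicle adaptor gene (0.54 ± 0.08, 3.86e-04, range 1.36e-05 to 0.085). The age change was also more positive in the sciatic than in the radial nerve for Cfap299 (1.06 ± 0.19), the myelin regulator Myrf (0.58 ± 0.12) and the tachykinin receptor Tacr3 (1.06 ± 0.22). It was more negative for Elovl6 (-0.84 ± 0.17, another probe set -0.69 and not past), Rab14 (-0.44 ± 0.09) and Ckmt1 (-0.81 ± 0.17). Cfap299, Elovl6 and Ckmt1 moved more in the sciatic nerve, but others moved more in the radial nerve. There Rc3h2 went from 9.48 to 8.97 (sciatic 9.39 to 9.45), Tacr3 from 6.82 to 5.50 (sciatic 5.34 to 5.08) and Rab14 from 6.81 to 7.18 (sciatic 6.86 to 6.78). The count ran from 18 (without 8-month replicate 7) to 94 (without 24-month replicate 1) when 1 animal was left out, and was 3 without the animal block. It was also 1 without the arrays rich in muscle, 12 without the 3 animals with contradicting labels and 228 with a filter on dim probe sets. The fit without arrays rich in muscle kept only 3 to 6 arrays per group, so its low count can come from fewer arrays alone.

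Single values show how far these genes moved. Every old animal lay beyond every adult animal (8 of 8) in the sciatic nerve for Idi1, Sqle, Fdps, Ngfr, Bdnf and Fgf5, and in the radial nerve for Idi1, Sqle, Fdps and Ngfr, each with an exact permutation p of 0.000155, the smallest possible (0.000254 adjusted over 18 tests). In the sciatic nerve Sqle went from 10.70 ± 0.15 (SD, n = 8) to 9.41 ± 0.18 and Ngfr from 8.44 ± 0.18 to 11.48 ± 0.46. Bdnf, near the lower end of the scale, went from 4.21 ± 0.08 to 5.21 ± 0.45 in the sciatic nerve, and from 4.25 ± 0.14 to 4.35 ± 0.12 in the radial nerve (exact permutation p = 0.148, 6 of 8 old animals above the adult mean). A second Bdnf probe set changed by 0.14 in the sciatic nerve (exact permutation p = 0.074, not adjusted) and 0.11 in the radial nerve (0.0286), with an interaction of 0.03 (0.78). For Fgf5 in the radial nerve the exact permutation p was 0.0412 (0.0464 adjusted), with 7 of 8 old animals above the adult mean. For the interaction, exact permutation p was 0.000311 for Idi1 (0.000466 adjusted), 0.00668 for Sqle (0.00802), 0.0567 for Fdps (0.06), 0.000155 for Bdnf, the smallest possible (0.000254), 0.000932 for Fgf5 (0.00129) and 0.00124 for Ngfr (0.00159). The study picked these genes on the same arrays and the adjustment covers 18 tests only, so these values are not independent evidence. Over all probe sets the limma adjusted p of the interaction was 0.0961 for Sqle, 0.491 for Fdps and 0.142 for Ngfr, so none of these passed.

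**Figure D3:**
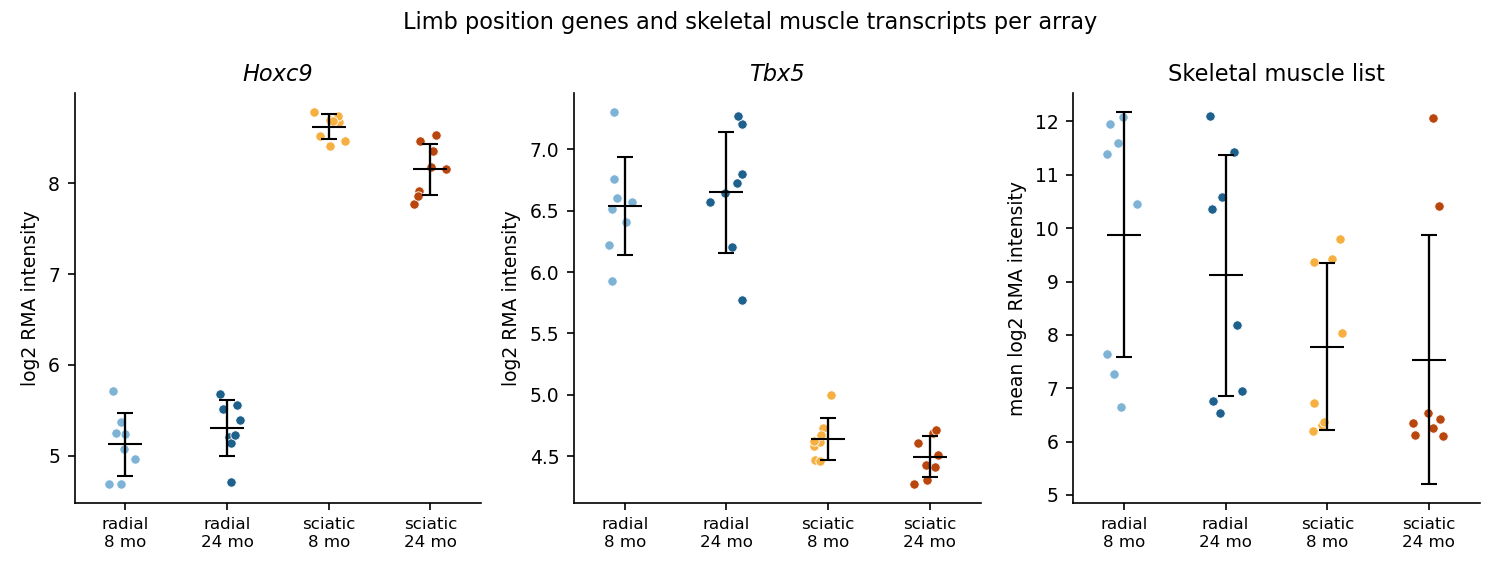
Hoxc9, Tbx5 and the mean of 14 skeletal muscle genes per array, in log2 intensity by nerve and age (n = 8 per group). Bars show means and SDs, and the position genes separate the nerves while muscle genes vary widely within each group.

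In adult animals position genes differed strongly between the nerves, as did genes of several other kinds. Hoxc9 was higher in the sciatic nerve by 3.5 ± 0.12 (adjusted p = 8.18e-21), Hoxc8 by 1.77 ± 0.10, Hoxa10 by 1.75 ± 0.26, the steroid enzyme Akr1c3 by 1.71 ± 0.32, Mmp3 by 1.70 ± 0.45 and the growth factor Vegfd by 1.54 ± 0.21. Lower were Pvalb (-3.01 ± 0.89, -3.24 to -2.63 with 1 animal left out, lost without 8-month replicate 1 or 5), Actg2 (-2.73 ± 0.40), Fosb (-2.61 ± 0.37), Cnn1 (-2.59 ± 0.33), Alb (-2.42 ± 0.53) and the muscle gene Dhrs7c (-2.26 ± 0.67, -2.61 to -1.82 with 1 animal left out, lost without 8-month replicate 1, 2, 5 or 7). Tbx5 was also lower (-1.90 ± 0.15). Idi1 (-0.01, adjusted p = 0.964), Bdnf (-0.03, 0.882), Fgf5 (0.05, 0.919) and Ngfr (0.08, 0.837) did not pass at 8 months, and neither did the cholesterol list (median -0.01, 0.863), the SREBP-related list (0.862), the repair list (median 0.06, 0.84) or the myelin list (-0.11, 0.126). In all 1971 probe sets differed (1116 higher in the sciatic nerve, 855 lower), standing for 1026 genes. The count was 1193 without the animal block, 1251 and 1278 without 8-month replicates 1 and 2, 1094 with the muscle covariate, 462 without the arrays rich in muscle and 3693 with array weights. With the nerve of the contradicting source names limma called 0 (669 at unadjusted p under 0.05).

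Of 26 lists 12 differed between the nerves at 8 months. The hindlimb list was higher in the sciatic nerve (3 of 5 genes; median 0.48, adjusted p = 7.33e-13, and 2.86e-07 with an estimated correlation, range 5.96e-17 to 2.86e-07) and the forelimb list lower (3 of 7 lower and 1 higher; -0.34, 0.00073, and 0.114 with an estimated correlation, range 0.000218 to 0.114). Mast cell genes were higher (7 of 11, Fcer1a by 0.96 ± 0.22 and Kit by 0.81 ± 0.14; median 0.69, adjusted p = 1.03e-05, and 0.215 with an estimated correlation, range 4.82e-07 to 0.215). So were matrix genes (6 of 12, the crosslinking enzyme Lox by 0.72 ± 0.10; 0.24, 0.000504, and 0.203 with an estimated correlation, range 1.42e-07 to 0.203) and complement genes (3 of 10, Cfb by 0.75 ± 0.14; 0.31, 0.00181, and 0.192 with an estimated correlation, range 0.000303 to 0.192). Macrophage genes (0 of 17, 6 over the list alone; 0.33, 0.00145, and 0.612 with an estimated correlation, range 1.4e-05 to 0.612) and cell cycle genes (2 of 13, Rrm2 by 0.60 with another probe set at 0.38 and not past; 0.19, 0.0256, and 0.684 with an estimated correlation, range 0.00841 to 0.684) were higher too, the latter not without 8-month replicate 4 or without the arrays rich in muscle (0.21, 0.128).

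Contractile genes were lower in the adult sciatic nerve than in the radial nerve. Of 11 pericyte and smooth muscle genes 8 were lower, such as Myh11 (-1.02 ± 0.17), with a median of -0.72 (adjusted p = 8.98e-08, and 0.101 with an estimated correlation, range 1.79e-10 to 0.101). Of 14 skeletal muscle genes 1 passed, with a median of -2.56 (adjusted p = 0.00246, and 0.612 with an estimated correlation, range 0.000596 to 0.772). The mean of these 14 genes varied widely between arrays, at 9.88 ± 2.30 (SD) in the adult radial nerve and 7.78 ± 1.56 in the adult sciatic nerve, and 5 and 3 of 8 arrays lay above 9. Immediate early genes were lower (4 of 11, 9 over the list alone, such as Junb at -0.66 ± 0.17, median -0.36, adjusted p = 5.31e-05, and 0.252 with an estimated correlation, range 1.57e-05 to 0.252). Axonal genes (3 of 12, Nefh at -1.13 ± 0.17; -0.18, 0.00972, and 0.215 with an estimated correlation, range 0.000217 to 0.215) and endothelial genes (2 of 10, Vwf at -0.49 ± 0.10; -0.19, 0.0102, and 0.612 with an estimated correlation, range 0.000629 to 0.612) were also lower.

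In old animals the cholesterol genes were lower in the sciatic nerve than in the radial nerve, and several repair genes were higher. Of 17 cholesterol enzymes 11 were lower in the sciatic nerve (14 over the list alone), with a median of -0.31 (adjusted p = 2.26e-10, and 0.0909 with an estimated correlation, range 2.4e-17 to 0.0909). The difference was -0.82 ± 0.11 for Idi1, -0.71 ± 0.10 for Fdft1, -0.66 ± 0.11 for Sqle, -0.61 ± 0.10 for Cyp51, -0.31 ± 0.07 for Fdps and -0.33 ± 0.05 for their regulator Srebf2. Of 16 repair genes 7 were higher and 1 lower (7 and 2 over the list alone), including Fgf5 (1.45 ± 0.23), Ngfr (1.09 ± 0.21), Olig1 (1.05 ± 0.23), the growth cone gene Gap43 (0.88 ± 0.18) and Bdnf (0.86 ± 0.11), with a median of 0.28 (adjusted p = 0.00109, and 0.302 with an estimated correlation, range 0.000218 to 0.951). The repair median was 0.12 without 24-month replicate 2, and it turned to -0.23 without the arrays rich in muscle (adjusted p = 0.951). Of 16 myelin genes 3 were lower, among them Pmp2 (-0.66 ± 0.18), with a median of -0.15 (adjusted p = 0.0483, and 0.715 with an estimated correlation, range 7.74e-09 to 0.715), a call lost without 24-month replicate 1 (median -0.08), 3 (-0.12), 5 (-0.15), 6 (-0.14) or 7 (-0.10) or 8-month replicate 1, 3, 4, 7 or 8 (-0.15 each), and the median was -0.22 without 24-month replicate 2. Mast cell genes, higher in the adult sciatic nerve, were lower in the old one (3 of 11, Slc6a4 at -0.55 ± 0.14, median -0.38, adjusted p = 0.0095, and 0.492 with an estimated correlation, range 0.000828 to 0.865), and the median was -0.22 without 24-month replicate 4 and 0.024 without the arrays rich in muscle (adjusted p = 0.865).

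Position genes differed at 24 months as they did at 8. Hoxc9 was higher in the sciatic nerve by 2.85 ± 0.12 (adjusted p = 4.38e-18) and Hoxc8 by 1.57 ± 0.10, and Tbx5 was lower (-2.16 ± 0.15). Mmp3 (2.27 ± 0.45), C3 (1.70 ± 0.31) and Cfi (1.31 ± 0.16) were also among the highest, and Fosb (-2.82 ± 0.37), the matricellular gene Ccn1 (-1.97 ± 0.49), the neuropeptide gene Npy (-1.86 ± 0.23), Cnn1 (-1.82 ± 0.33) and Hmcn2 (-1.82 ± 0.19) among the lowest. In all 2420 probe sets differed (1383 higher, 1037 lower), standing for 1215 genes. The count was 1586 without the animal block, 926 from the old arrays alone and 748 without the arrays rich in muscle. Immediate early genes were lower (9 of 11, Ier2 at -1.02 ± 0.16 and Egr1 at -1.01 ± 0.19, median -0.68, adjusted p = 2.26e-10, and 0.0604 with an estimated correlation, range 5.31e-12 to 0.0604), as were smooth muscle genes (8 of 11, Actg2 at -1.71 ± 0.40; -0.66, 1.36e-05, and 0.127 with an estimated correlation, range 2.1e-07 to 0.127) and endothelial genes (4 of 10; -0.24, 0.00079, and 0.367 with an estimated correlation, range 3.49e-05 to 0.367), the last of these not without the arrays rich in muscle (-0.028, 0.367). Skeletal muscle genes had a median of -1.90 with 0 of 14 passing (adjusted p = 0.0411, and 0.715 with an estimated correlation, range 8.4e-05 to 0.715), lost without 24-month replicate 1, 2, 3, 5 or 8 (-2.79 to -1.14 with 1 animal left out), and 4 and 2 of 8 radial and sciatic arrays lay above 9 in the mean of these genes.

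Complement and cell cycle genes were higher in the old sciatic nerve than in the old radial nerve. Of 10 complement genes 5 passed (6 over the list alone), with a median of 0.35 (adjusted p = 3.36e-05, and 0.0579 with an estimated correlation, range 2.6e-06 to 0.0579). Of 13 cell cycle genes 6 passed (7 over the list alone), such as Rrm2 (0.87) and Cdk1 (0.70), with a median of 0.40 (adjusted p = 7.38e-05, and 0.302 with an estimated correlation, range 3.41e-07 to 0.302). The hindlimb list (median 0.36, adjusted p = 3.78e-07, and 0.00102 with an estimated correlation, range 1.77e-09 to 0.00102) and the forelimb list (-0.22, 0.00148, and 0.115 with an estimated correlation, range 0.000259 to 0.121) kept their directions, although the forelimb call was lost without the arrays rich in muscle (0.0039, 0.121). Among lists that did not pass were matrix genes (median 0.18, 0.0543), axonal genes (0.0554), SREBP-related genes (0.0625) and efflux genes (0.0647), while Cox5a was higher by 0.39 ± 0.09 (adjusted p = 0.00486).

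Within groups, no relation between cholesterol and repair genes passed a test, and 8 animals per group leave it undecided. The list means correlated at r = 0.44 (rho = 0.595) in the adult radial nerve, 0.55 (0.476) in the adult sciatic nerve, 0.21 (0.214) in the old radial nerve and -0.25 (-0.0714) in the old sciatic nerve, each over 8 animals. Exact permutation p was 0.275, 0.161, 0.612 and 0.53, and none was under 0.55 after adjustment over the 4 groups. Without the 2 animals farthest from the median r was -0.66 in the old sciatic nerve (exact permutation p = 0.161) and -0.30 in the old radial nerve (0.517). Group means of the cholesterol list were 10.37 ± 0.07 (SD) and 10.36 ± 0.10 in the adult radial and sciatic nerves and 9.86 ± 0.25 and 9.51 ± 0.09 in the old ones. For the repair list they were 8.16 ± 0.08, 8.24 ± 0.13, 8.84 ± 0.34 and 9.25 ± 0.21.

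Some immune genes took separate levels between animals of one age, mostly alike in both nerves of an animal. Among old animals a probe set of the MHC class II gene RT1-Ba lay between 5.66 and 6.51 in animals 2 to 5 and between 9.97 and 11.59 in animals 1, 6, 7 and 8, while in the 8 adults it lay between 10.73 and 11.25. The 3 other probe sets of RT1-Ba did not follow these levels. A probe set of the class I gene RT1-CE16 had the opposite pattern, at 8.79 to 9.67 in old animals 2 to 5 and 5.61 to 6.32 in the other 4. In old animal 8 a probe set of the antiviral gene Mx2 stood at 9.83 and 10.49 in the sciatic and radial nerves, against 4.12 to 4.71 in the other old animals. The second, brighter Mx2 probe set did not share this, at 8.85 and 9.00 in animal 8 and 8.92 to 10.06 in the other old animals. Among adults the first was raised in animals 13 (5.91 and 9.34) and 16 (6.78 and 7.09), with the nerves of animal 13 far apart, and the other adults lay between 4.19 and 4.78. A gap of at least 1 log2 between animals in both nerves was found 71 times at 8 months and 73 times at 24 months. These 144 cases count a probe set once per age, and some, such as those of RT1-CE16 and Mx2, appear at both ages. Only 53 of the cases have a gene name, standing for 42 genes. These are not all immune genes and include Pxmp4, Gpx2 and Sgcb. The highest of 20 shuffles gave 24 cases.

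**Figure D4:**
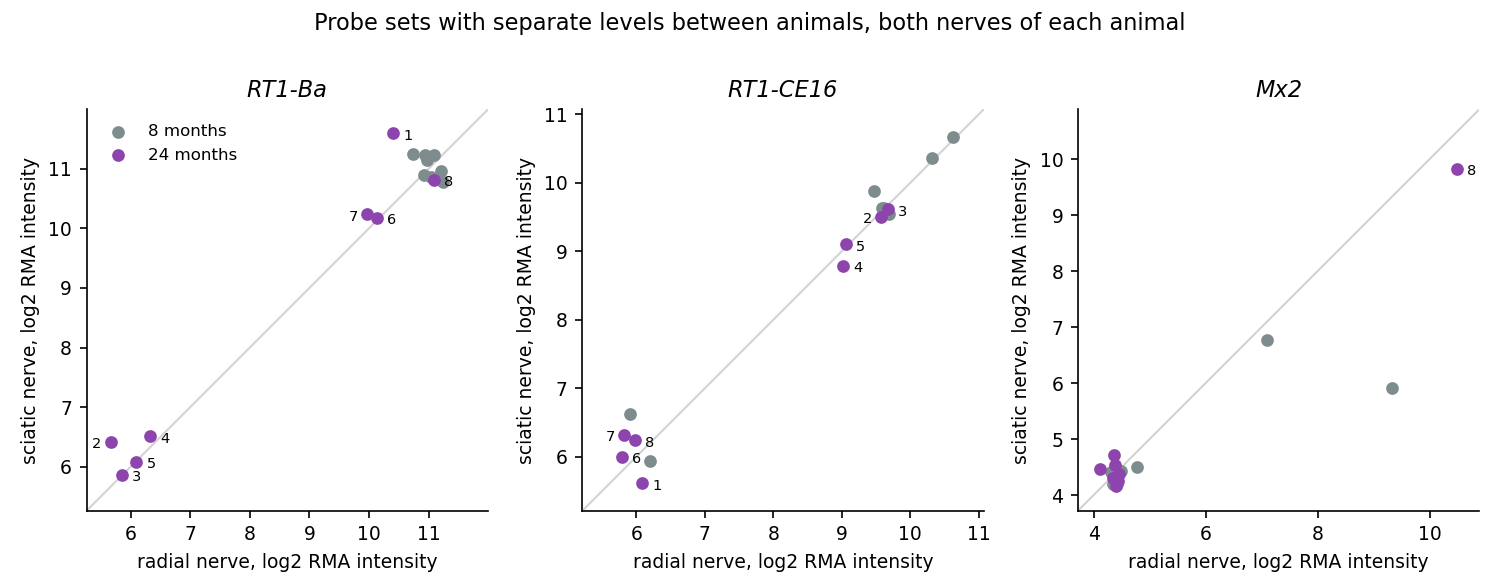
Log2 intensities in the radial and sciatic nerve of each animal for probe sets of RT1-Ba, RT1-CE16 and Mx2. Numbers mark 24-month animals, and the 2 nerves lie close in most animals, though not for Mx2 in 1 adult.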

Values the study reported

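The study reported gene expression profiles of radial and sciatic nerves from adult and old rats with n = 8 per group, and called age changes at a fold change above 2 and an adjusted p below 0.05. After its variability filter it retained 15549 probe sets. For genes with an interaction of age and nerve it reported coefficients relative to the adult radial nerve. The study reported for Idi1 an age coefficient of -0.853, a nerve coefficient of -0.011 and an interaction of -0.808 (adjusted p = 1.023E-02). For Hmgcs1 it reported -0.726, 0.004 and -0.805 with the same adjusted p, and for Elovl6 -0.959, -0.059 and -0.838 (adjusted p = 1.915E-02). The study reported interactions of 0.896 for Bdnf (adjusted p = 6.835E-03), with an age coefficient of 0.098 and a nerve coefficient of -0.033, and of 1.403 for Fgf5 (adjusted p = 3.816E-02), with coefficients of 0.570 and 0.050. For the mast cell genes Cma1 and Cpa3 it reported interactions of -1.090 (adjusted p = 1.023E-02) and -1.170 (adjusted p = 1.515E-02). The smallest adjusted p in its table, 3.894E-04, belonged to Ap4b1 (interaction 0.537) and Rc3h2 (0.572).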

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

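The splits of animals named here were planned before the data were examined, while the muscle and fat covariates, the comparison of myelin with cholesterol genes and the tests of animal levels were chosen only after the results were seen.

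A few arrays stood far from the rest of their group of 8. Sciatic replicate 1 at 24 months had the highest list means of its group for macrophage (12.19), T and NK cell (8.15), B and plasma cell (6.97) and antigen presentation genes (11.84). Interferon genes stood apart in sciatic replicate 3 at 8 months (9.07) and radial replicate 2 at 24 months (10.05), and perineurial genes in sciatic replicate 5 at 8 months (9.18). Blood cell genes stood apart in radial replicate 5 at 8 months (6.55) and sciatic replicate 3 at 24 months (9.75), forelimb genes in sciatic replicate 2 at 8 months (7.87), and Bdnf in radial replicate 1 at 8 months (4.56). These are 11 of 128 groups of values examined, where about 1 in 20 would stand out by chance. The causes were not tested.

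The 57 probe sets whose age change differs between nerves include genes whose adjusted p lies close to 0.05, so that leaving out 1 animal ends the call while the size hardly moves. Rc3h2 (0.57), Ap4b1 (0.54), Bdnf (0.90), Cfap299 (1.06), Cma1 (-1.09), Idi1 (-0.81) and Cpa3 (-1.17) kept their call when any 1 of 16 animals was left out. Rab14 (-0.44) lost it without 8-month replicate 8, Myrf (0.58) without 8-month replicate 7 or 8, and Elovl6 (-0.84) without 8-month replicate 7 or 24-month replicate 3. Tacr3 (1.06) and Ckmt1 (-0.81) lost it for 4 of 16 animals, Fdft1 (-0.67) for 6, Fndc3a (-0.44) for 9, Rab3b (0.96) for 10, Cyp51 (-0.63) for 12, and Ramp3 (0.77), Osbpl1a (0.35), Fgf5 (1.40) and Clca4l (-0.58) for 11 each. Of the mast cell genes, Tpsb2 (-1.12) lost it for 10 animals and Slc6a4 (-0.85) for 11. Over all animals left out Cyp51 ran from -0.76 to -0.57 and Fgf5 from 1.24 to 1.57. Other probe sets of Osbpl1a, Elovl6 and Fdft1 did not pass, and that of Fndc3a had the opposite sign (0.10, not past). The second Bdnf probe set was left out by the variability filter and so was not among those tested. The lists that differ are cholesterol (median -0.34), repair Schwann cell (0.36), macrophage (-0.34), mast cell (-0.91) and immediate early genes (-0.22). Of these only the mast cell list passed with an estimated correlation. Several of its markers were listed by the study for this interaction on the same arrays, so this does not make it independent evidence.

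Age labels were shuffled over whole animals, and nerve labels within animals, in 100 splits per comparison that include the real one, each with a simpler fit than the one used for the results. Of 100 splits 1, the real one, called as many probe sets: 361 against at most 0 in any other for age in the sciatic nerve, 282 against 104 in the radial nerve, 31 against 1 for the interaction, 213 against 0 for the overlap of the nerves, 2382 against 733 for the nerve difference at 8 months and 926 against 0 at 24 months. The splits with 104 and 733 calls kept the real label in 14 of 16 and 7 of 8 animals, so their calls can come from the real difference itself.

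The fall of cholesterol genes, steeper in the sciatic nerve, might reflect fewer myelinating Schwann cells. With age in the sciatic nerve the median of the myelin list fell less, by a margin of 0.394 log2. The 95% interval was 0.209 to 0.818 over 10000 resamples of genes. It does not cover the spread between animals, and the myelin list also holds genes that rose. The steeper fall in the sciatic nerve was not compared in this way. The margin shows that the lists fell unequally, but it cannot decide whether fewer such cells contribute. Muscle carried over with the nerve could also dilute nerve transcripts, and the median interaction was -0.331 with a muscle covariate against -0.340 without, but -0.25 without the arrays rich in muscle, which leaves a part of its size open. With a fat covariate it was -0.342. What lowers these genes was not tested.

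The nerve differences may in part reflect skeletal muscle left on the nerve. Of 1971 probe sets that differed at 8 months, 1075 still did with muscle genes as a covariate, which cannot tell carry-over from a real difference because muscle content and nerve go together. Without the 14 arrays whose muscle mean lay above 9, 462 differed, with 3 radial and 5 sciatic arrays left at 8 months. Acta1 and Ckm, from the 17 muscle genes listed, 0 of which are on another list, spanned 5.66 to 14.34 and 5.03 to 14.16 log2 over the arrays. Hoxc9 and Tbx5 separate the nerves in every animal whatever the muscle content.

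The 144 cases of separate levels between animals could come from 1 shared state, such as an infection, or from variants under the probes in an outbred stock. Among the 85 cases with at least 2 animals on each side, the median absolute correlation between genes was 0.331 over animals. For these cases it speaks against 1 shared state. Cases with 1 animal alone, such as the 12 probe sets where old animal 8 stood apart, were left out. The test therefore cannot decide about a state of a single animal. Of 48 comparisons with another probe set of the same gene 11 followed the level (8 of the 26 with a bright one). This may fit variants under single probe sets for most of the 22 genes with another probe set. Some pairs enter the 48 at both ages or in both directions. The RT1 genes, where old animals 2 to 5 part from 1, 6, 7 and 8, are variable between rats, and haplotypes were not analysed here.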

How the results depend on the processing

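The muscle and fat covariates and the fit without arrays rich in muscle were chosen only after the results were seen, and other alternatives before. Apart from the checks of myelin, muscle and fat content and of animal levels given above, causes of the changes were not tested.

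Age counts moved with filter and threshold. The sciatic 367 became 181 with a filter on dim probe sets, 199 with 1 probe set per gene, 1281 at a fold change of 1.5 and 4579 with no fold threshold. The radial 286 became 125, 151, 902 and 3629 under the same 4 settings, and the overlap of 217 became 2625 with no fold threshold. Leaving out 1 animal gave 364 to 413 in the sciatic and 257 to 307 in the radial nerve.

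The interaction count of 57 moved widely. It was 108 with no filter, 228 with the dim filter, 31 from within-animal differences, 144 with array weights, 12 without the 3 animals with contradicting labels, 30 with 1 probe set per gene, 3 at adjusted p under 0.01, 90 with the adipocyte covariate and 1 without arrays rich in muscle. Leaving out 1 animal gave 18 to 94: 26, 33, 30, 37, 27, 18 and 18 without 8-month replicates 1, 2, 3, 4, 6, 7 and 8, and 94, 18, 26 and 33 without 24-month replicates 1, 3, 4 and 8.

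The nerve count at 8 months, 1971, became 3693 with array weights, 0 with the nerve of the source name, 1076 with 1 probe set per gene, 833 at adjusted p under 0.01, 1094 with the muscle covariate and 462 without arrays rich in muscle. It ran from 1251 to 2159 with 1 animal left out (1251 without 8-month replicate 1, 1278 without replicate 2). At 24 months 2420 became 926 from the old arrays alone, 1555 with the nerve of the source name, 1258 with 1 probe set per gene, 1102 at adjusted p under 0.01 and 748 without arrays rich in muscle, and 1699 to 2581 with 1 animal left out.

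The animal block mattered for comparisons between nerves. Without the replicate block the interaction count fell to 3 and the nerve counts to 1193 and 1586. With the replicate block as a fixed term they were 31, 1734 and 2189. Age counts without the block were 365 and 281, and the number of lists past 0.05 stayed the same in each comparison.

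With an estimated correlation the lists past 0.05 went from 10, 9, 5, 12 and 12 (sciatic age, radial age, interaction, nerve at 8 and at 24 months) to 5, 1, 1, 1 and 1. For the interaction fry gave 2 and the fit without arrays rich in muscle 8. With 1 animal left out they ran from 8 to 12 for sciatic age, 8 to 12 for radial age, 4 to 8 for the interaction (8 without 24-month replicate 5 or 7), 11 to 14 for the nerves at 8 months and 10 to 15 at 24 months. Of 1152 list values 94 lost their call and 3 turned, and of 9814 values of named genes 909 lost it, 6 gained one and 6 turned.

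Without arrays rich in muscle the repair list turned direction by test for the interaction (median 0.058, adjusted p = 0.822) and in the nerve difference at 24 months (-0.23, 0.951), and so did mast cell genes (0.024, 0.865) and Cma1 (0.039, 0.908) at 24 months. At that age 4 radial and 6 sciatic arrays were left in this fit. With the nerve of the source name the age change in the sciatic nerve turned for Hoxa10 (0.063, 0.931) and Hoxc9 (0.77, 0.402), the interaction for Tacr3 (-0.10, 0.973), and the nerve difference at 8 months for Hoxa10 (-0.034, 0.998) and Pitx1 (-0.071, 0.998). The second Bdnf probe set gave 0.14 in the sciatic nerve, 0.11 in the radial nerve and 0.031 for the interaction. The relation of cholesterol and repair lists in the old radial nerve turned to -0.30 without the 2 animals farthest from the median, and that in the old sciatic nerve went from -0.25 to -0.66.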

Other observations

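The tests of animal levels used here were chosen only after the results were seen.

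Fam111a had the largest age change in both nerves, without any value between the ages. It lay between 5.68 and 7.23 log2 in the 16 adult arrays and between 11.19 and 12.62 in the 16 old arrays. Ifit1 is the single interferon gene that fell, from a range of 6.11 to 8.00 in adults to 5.39 to 6.23 in old animals, while 15 others of its list rose in each nerve. In 8-month replicate 7 Ifit1 stood at 6.11 in the radial and 6.14 in the sciatic nerve, within the range of old animals. The other adults lay between 6.88 and 8.00. Whether the cohorts of the 2 ages differ in genotype is open and was not tested.

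Nefl and Nefm rose with age in both nerves while Nefh fell in both, so the 3 neurofilament genes did not move as a group. A second Nefl probe set, not the one used for these changes, was 2.28 and 2.22 log2 lower in the sciatic and radial nerves of 8-month replicate 8 than in any other adult. The Nefl probe set used correlated with it at 0.969 over the 8-month animals, so it shares much of this pattern. The myeloid genes Trem2 and Siglec5 were among the largest radial increases.

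By the list test mast cell genes were higher in the sciatic than in the radial nerve at 8 months and lower at 24 months. Neither call held with an estimated correlation (adjusted p = 0.215 and 0.492), and without arrays rich in muscle the median at 24 months was 0.024 (adjusted p = 0.865). Group means of the list were 8.81 ± 0.22 (SD, n = 8) and 9.34 ± 0.24 in the adult radial and sciatic nerves and 8.76 ± 0.28 and 8.46 ± 0.41 in the old ones. Without arrays rich in muscle the interaction median was -0.49 (adjusted p = 0.000217) and that of the cholesterol list -0.25 (adjusted p = 2.69e-10), so the number of such arrays might contribute to the size of these differences, and the macrophage interaction then no longer passed (-0.07, adjusted p = 0.546).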
